A study of Lytechinus variegatus with 18 samples.

How the data were processed

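RNA sequencing libraries were made from whole embryos of the sea urchin Lytechinus variegatus, per the labels. Embryos received ethanol at fertilization or served as controls, and were collected at 15, 18 or 21 hours post fertilization (hpf). The labels name 6 groups of 3 biological replicates, 18 samples in all, and total RNA of about 150 embryos went into each sample. The ethanol concentration and the treatment of the control embryos beyond the label control are not stated in the labels, and nor are the parents of each replicate or any sequencing date.

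The deposited table holds whole-number read counts per gene model, with 1 column per sample, so that the authors did not pool replicates before depositing these counts. The aligner, the counting tool, the strand setting, the genome build and any filter applied by the authors are not stated in the labels or the file headers. Column headers are sample numbers, and the deposited sample sheet ties each number to a time, a treatment and a letter. The letters A, B and C were taken as biological replicates 1, 2 and 3 of the sample labels. All count columns had a sample. A deposited annotation gives each gene model a chromosome, a start, an end and its best hit in the purple sea urchin, Strongylocentrotus purpuratus, with the percent identity of that hit per the file headers. Gene names below are names of those hits, and names beginning with Sp- belong to S. purpuratus genes. Coordinates are those of the deposited annotation, whose build is not stated. A RefSeq gene table of the species was not used here, because its gene identifiers were of another kind than those of the count table.

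Counts were analysed as deposited in R 4.3.3 with edgeR 4.0.16. Gene models passed filterByExpr with a minimum count of 10 and a minimum total count of 15, which left 18674 of 27230 gene models. Library sizes were scaled by the trimmed mean of M values (TMM). A quasi-likelihood negative binomial model with 6 group means was fitted to all 18 samples, because 3 samples per group hold little information on the spread of a gene. Contrasts gave the ethanol effect at each time, its mean over the 3 times, its dependence on time as an F test, and the change from 15 to 18 hpf and from 18 to 21 hpf in control and in ethanol embryos, 9 gene-level comparisons in all. The change from 15 to 21 hpf in control embryos was fitted in addition, for the correlation with the ethanol effect. All tests were two-sided. P-values were adjusted by the Benjamini-Hochberg method within each comparison, with a threshold of 0.05. The standard error (SE) of a log2 fold change was taken as its size divided by the square root of its F statistic, which is an approximation. Levels are given as TMM-scaled CPM, counts relative to the scaled library size, as mean ± SD.

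Replicates of different groups share replicate numbers in the labels. Neither the labels nor the series text states a design of the authors, so the fit without the replicate number was the primary one, and a fit with the replicate number as a block stands beside it. Pairing was checked by the correlation, across genes, of the deviations of libraries from their group means in log2 CPM with a prior count of 2. Near-duplicate libraries were looked for with a chi-square statistic of the counts of each pair of libraries, within and between groups, over gene models with at least 10 counts in the pair.

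The grouping, the designs, the gene naming rule, a list of 61 developmental genes and the alternatives not listed below as later additions were chosen before the data were examined. The naming rule took, for each ethanol comparison, genes with an adjusted p under 0.05, a name, a mean log2 CPM of at least 2 and, at single times, ethanol libraries all on one side of the control libraries. From these, the 3 with the largest change in each direction were named, and where none passed, the 2 with the smallest p-values. Listed developmental genes with an adjusted p under 0.05 over the list could also be named. Listed genes were matched to names or descriptions in the annotation by hand, after mean counts but before ethanol effects had been seen, which gave 59 matches, all tested. Several were matched through descriptions, among them fez as Sp-Z133, nk2.1 as Sp-Nkx2-1, pax2/5/8 as Sp-Pax2 and hnf6 as Sp-Onecut. For 14 of the 59 the name was carried by more than 1 gene model, and reads may be divided between such copies, so their values are uncertain. Read sharing between paralogs in general could not be examined, because the counting rules are not stated.

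Apparent age was read from a control time axis. For each replicate number, the 500 genes with the strongest straight-line relation to time were selected in the 6 control libraries of the other replicate numbers. The age of each held-out library, control or ethanol, was the time that fitted it to those lines by least squares. Differences were tested with exact permutation tests, by relabelling libraries within each time and, as the paired test, by changing signs within same-numbered pairs. An ethanol score was added after a principal component plot and sample correlations had shown the replicate 3 pair at 21 hpf to lie apart. It was trained on the 4 same-numbered pairs of replicates 1 and 2 at 15 and 18 hpf. For each gene the mean difference between ethanol and control over those pairs was taken, and the 500 genes with the largest ratio of that mean to its standard error were kept. The score of a library is its projection on those mean differences, so that a difference of 1 within a pair equals the mean training effect. The other 5 pairs were held out. All samples kept their deposited labels in every comparison.

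The gene-level tests were tested on simulated counts drawn with the means and library sizes of the real data, in which 200 genes were changed 4-fold between groups of 3. Without the block 89 of them (44.5%) were called with 0 false calls, and with the block 131 (65.5%) with 4 false calls. The simulated means came from a fit with time and an additive replicate effect, which favours the block. No ethanol response differed between simulated replicates, so the error rate of the paired fit on the real data was not tested. The age axis was tested on simulated controls shifted by -2 h, which it recovered as -1.37 h, or -2.05 h after division by the slope of held-out control ages on time.

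Alternatives covered DESeq2 1.42.0, limma 3.58.1 with voom weights, DESeq2 size factors within edgeR, other count filters, a fold-change threshold, removal of the 20 genes with the highest mean count, fits of only the groups compared, the replicate block, and the omission of each replicate number or sample. The same tools and filters within the paired fit, ages divided by the calibration slope, and the omission of pairs with the age axis kept, were added after the data had been seen. Total counts per library lay between 7133636 and 8000894, so the smallest share a library can show, taken as 3 counts, was 0.375 to 0.421 CPM of its total. Such floors cover counting error only, because reads without molecular identifiers are not independent molecules. Figures were drawn with matplotlib 3.10.9.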

Results

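Transcript counts of whole Lytechinus variegatus embryos, a sea urchin used in studies of development, were compared between control embryos and embryos exposed to ethanol from fertilization. Embryos were collected at 15, 18 and 21 hpf, with 3 replicates in each of the 6 groups. The 18 libraries had total counts from 7133636 to 8000894. Of 27230 gene models, 660 had no count in any library and 18674 passed the expression filter, of which 15703 had a name in the deposited annotation. Between 21041 and 24253 gene models had at least 1 count in a library.

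Replicates of a group correlated with Pearson coefficients of 0.894 to 0.953 in log2 CPM across genes, which are not independent replicates. No replicate pair matched within sampling noise: the chi-square statistic per degree of freedom was 20.9 for the closest pair and 83.3 for the most distant. It was above 10 for each of the 153 pairs of libraries within and between groups, so no library was counted as a duplicate of another. Deviations from group means correlated at 0.521 on average between same-numbered libraries of different groups. Between control and ethanol libraries of the same number the correlation was 0.686 at 15 hpf, 0.655 at 18 hpf and 0.112 at 21 hpf. The first principal component held 33.2% of the variance, of which replicate number accounted for 36.8%, treatment for 22.8% and time for 15.4%. On the third component, with 15.4% of the variance, replicate number accounted for 84.2%. Replicate number was the only such grouping given by the labels. With all groups present under each number, it was crossed with treatment and time. The biological coefficient of variation was 0.398 without and 0.247 with the replicate number as a block.

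Each library was given an ethanol score, trained on the 15 and 18 hpf libraries of replicates 1 and 2. Differences between ethanol and control in the 4 training pairs, which were fitted, ran from 0.985 to 1.02. In the held-out pairs of replicate 3 the difference was 0.933 at 15 hpf and 1.04 at 18 hpf. At 21 hpf it was 0.907 for replicate 1, 0.805 for replicate 2 and -0.983 for replicate 3. The library labelled control of replicate 3 at 21 hpf scored 0.382 and the library labelled ethanol -0.601. In this pair the direction was thus the reverse of the other 8. Directions given below for 21 hpf, for the mean over times and for changes from 18 to 21 hpf include it under its deposited labels. So do the test of dependence on time and the apparent ages.

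**Figure D1:**
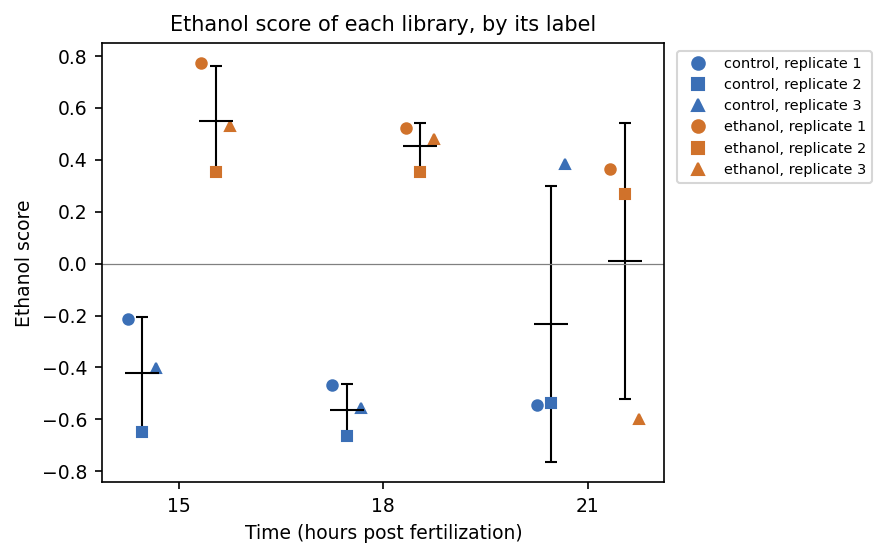
Ethanol score (no unit; vertical axis) of each of the 18 libraries by time in hours post fertilization, with control libraries in blue, ethanol libraries in orange, a marker shape per replicate, and black bars for group mean and SD (n = 3). Ethanol libraries lay above 0 and control libraries below 0 apart from the pair of replicate 3 at 21 hpf, where the library labelled control scored 0.382 and that labelled ethanol -0.601.

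At 15 hpf, 11 genes differed between ethanol and control embryos at an adjusted p under 0.05 (edgeR, Benjamini-Hochberg), all of them lower in ethanol, and 2038 had an unadjusted p under 0.05. With the replicate block, where same-numbered control and ethanol libraries deviated together at 0.686, 89 genes passed (22 higher, 67 lower), including all 11. This balance of directions changed with the replicates used. Without replicate 3 the paired fit called 334 genes (181 higher, 153 lower), and without replicate 2 it called 20, all lower. Without replicate 1 it called 0 (2791 at an unadjusted p under 0.05). Without the block the count moved most under DESeq2, which called 161 genes (44 higher, 117 lower). It was 0 when replicate 1 or replicate 3 was left out, with 1169 and 1342 genes at an unadjusted p under 0.05, and 2 without replicate 2. Of the 11 genes, 9 met every condition for naming. Sp-Dr_1 (L_var_11305, chromosome 5, 43631572 to 43651157, minus strand; the closest UniProt entry is dri) fell from 382 ± 164 CPM in control to 44.3 ± 28.4 CPM in ethanol embryos (SD, n = 3 each). Its log2 fold change was -3.11 (SE 0.54, edgeR adjusted p 0.0477; -3.17 and 0.00153 with the block). The NK3 homeobox gene Sp-Nkx3-2 (L_var_19971, chromosome 12, 21755266 to 21758255) fell from 65.2 ± 4.44 to 8.95 ± 4.75 CPM, a log2 fold change of -2.87 (SE 0.38, edgeR adjusted p 0.00627; 0.00143 with the block). Sp-St8sia3_1 (L_var_00953, chromosome 1, 32876215 to 32881439), annotated as a sialyltransferase, was at 2.65 ± 0.788 CPM in control embryos. No ethanol library held more than 3 counts of it, the detection floor, so that it was at least 5.18-fold lower (edgeR adjusted p 0.00627; 0.00351 with the block). These 3 genes were lower in 3 of 3 same-numbered pairs, which the naming rule ensured.

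The naming rule was also applied to the paired fit, after its values had been seen. At 15 hpf this gave 3 genes lower and 3 genes higher in ethanol embryos. The lower ones were Sp-Fpgs_6 (L_var_05970), Sp-Dr_1, described above, and Sp-Mgam_3 (L_var_24669). Sp-Fpgs_6 had a paired log2 fold change of -3.72 (edgeR adjusted p 0.0256 with and 0.286 without the block). For Sp-Mgam_3 these values were -2.98, 0.0388 and 0.254. None of the 3 higher genes passed without the block. Sp-Chac (L_var_13662, chromosome 7, 22844638 to 22850268) rose from 6.46 ± 2.63 to 28.5 ± 4.35 CPM, Sp-Clect_106 (L_var_01239, chromosome 1, 42228845 to 42235234) from 1.68 ± 0.487 to 6.66 ± 0.797 CPM, and Sp-Rspo3 (L_var_25445, chromosome 17, 22183313 to 22187484) from 2.15 ± 0.918 to 8.31 ± 3.42 CPM (SD, n = 3). Their adjusted p-values in edgeR were 0.0459, 0.0209 and 0.0448 with the block and 0.254, 0.155 and 0.219 without it.

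At 18 hpf no gene passed without the block, although 3070 had an unadjusted p under 0.05. The paired fit called 760 genes (272 higher, 488 lower), with a correlation of 0.655 between same-numbered libraries. Leaving out replicate 1 brought the paired count to 0, with 3767 genes at an unadjusted p under 0.05, leaving out replicate 2 brought it to 1, and DESeq2 with the block raised it to 2820. The 2 genes with the smallest p-values without the block were Sp-Fam151bL (L_var_25688, chromosome 17, 29449829 to 29463444) and an unnamed gene model (L_var_07509, chromosome 3, 65123490 to 65126262). The former fell from 17.8 ± 3.97 to 1.90 ± 0.890 CPM (log2 fold change -3.21, SE 0.57) and the latter from 79.5 ± 32.0 to 15.4 ± 4.74 CPM (-2.37, SE 0.42). In edgeR the adjusted p was 0.222 for both, and 0.0409 and 0.0381 with the block. In the paired fit, by the naming rule applied after values had been seen, the largest decreases were those of Sp-FbsL_2 (L_var_04883, chromosome 2, 65188547 to 65192060), annotated as fibrosurfin-like, from 52.2 ± 18.4 to 1.51 ± 1.61 CPM, and of the galactosyltransferase gene Sp-B4galt5_1 (L_var_19849, chromosome 12, 17597171 to 17605019), from 104 ± 40.6 to 4.61 ± 5.25 CPM. Their paired log2 fold changes of -5.24 and -4.76 had edgeR adjusted p-values of 0.0463 and 0.0426 with the block and 0.229 for both without it. The third decrease was that of Sp-Fabp2L2 (L_var_13541, chromosome 7, 19084848 to 19087541), with a paired log2 fold change of -4.40 (0.0432 with and 0.245 without the block). The largest increases were those of Sp-RasD (L_var_17231, chromosome 10, 9389545 to 9390123), from 1.75 ± 0.725 to 20.4 ± 21.2 CPM, Sp-Slc16a14L_1 (L_var_26247), from 6.01 ± 2.55 to 38.2 ± 19.1 CPM (SD, n = 3), and Sp-Sstr4L_2 (L_var_21640, chromosome 14, 2062422 to 2074324), at 2.14 ± 1.80 CPM in control embryos. Their paired log2 fold changes of 3.24, 2.63 and 2.32 had edgeR adjusted p-values of 0.0486, 0.0454 and 0.0478 with the block and 0.252, 0.229 and 0.245 without it. From 15 to 21 hpf in control embryos, the 3 decreased genes changed by log2 5.59, 3.97 and 4.35 in the order named. The 3 increased genes changed by 2.07, 3.62 and -0.380. Lower levels of the decreased genes at 18 hpf thus do not separate repression from a later rise.

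Of the 89 and 760 genes called in the paired fit at 15 and 18 hpf, 51 were called at both times, all in the same direction. Among the 760 genes, 746 (98.2%) had the same direction at 15 hpf and 619 (81.4%) at 21 hpf, where the pair of replicate 3 ran the other way. Libraries of the same replicate number entered at each time, so the times are not independent.

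At 21 hpf no gene differed with or without the block. Unadjusted p-values under 0.05 numbered 128 without and 403 with it, fewer than the number that 18674 tests give at random. Control and ethanol libraries of the same number deviated together less at this time (0.112). Without replicate 3 in any group, the planned omission that removes the pair with the reversed score, 4 genes were called without and 1241 with the block (604 higher, 637 lower). The 2 genes with the smallest p-values had edgeR adjusted p-values of 1.00. One, Sp-Slc16aL5 (L_var_14068, chromosome 7, 36208515 to 36229661), had at most 1 count in an ethanol library and was at least 1.78-fold lower than in control embryos. The other, an unnamed gene model (L_var_21929, chromosome 14, 10008540 to 10013713), was at 5.86 ± 6.44 CPM in control and 0.949 ± 0.0852 CPM in ethanol embryos (log2 fold change -2.60, SE 0.79, n = 3).

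Averaged over the 3 times, 99 genes differed (27 higher, 72 lower) and 4293 had an unadjusted p under 0.05. With the block 3950 genes passed (1671 higher, 2279 lower), including all 99, and same-numbered libraries correlated at 0.521 in their deviations. The count was 1453 with DESeq2 and 24 with limma-voom, 0 without replicate 1 and without replicate 2 (1650 and 2620 genes at an unadjusted p under 0.05), and 1076 without replicate 3. With the block it was 0 without replicate 1 (3686 at an unadjusted p under 0.05), 17 without replicate 2 and 5933 without replicate 3. The largest increases under the naming rule were those of Sp-Slc16a14L_1 (L_var_26247, chromosome 18, 16092800 to 16118871; log2 fold change 2.28, SE 0.41), a monocarboxylate transporter homologue, Sp-Gluld1 (L_var_01245, chromosome 1, 42527968 to 42529308; 1.51, SE 0.32) and Sp-Slc43 (L_var_04741, chromosome 2, 62175515 to 62185833; 1.19, SE 0.26). Their edgeR adjusted p-values were 0.0371, 0.0426 and 0.0499, and 0.00624, 0.0114 and 0.00946 with the block. The largest decreases were those of Sp-B4galt5_1 (L_var_19849; -3.13, SE 0.61), Sp-Nmral1_2 (L_var_22888, chromosome 15, 6304274 to 6310398; -2.52, SE 0.49) and Sp-Srcr212 (L_var_03944, chromosome 2, 34598564 to 34604640; -2.48, SE 0.44). For these the edgeR adjusted p-values were 0.0406, 0.0406 and 0.0369, and 0.00765, 0.00624 and 0.00904 with the block (n = 9 libraries per arm). Each of the 6 genes moved in its direction in 8 of 9 same-numbered pairs, and in each the exception was the pair of replicate 3 at 21 hpf. In control embryos the decreased genes rose from 15 to 21 hpf, by log2 3.97, 2.12 and 3.69 in the order named. The increased genes also rose, by 3.62, 0.282 and 1.85. For the decreased genes, repression is thus not separated from a later rise.

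Whether the ethanol effect differed between times was tested directly. No gene passed, with 413 genes at an unadjusted p under 0.05 and a smallest adjusted p of 0.227 (edgeR F test) for Sp-St8sia3_1. With the block, 1207 genes had an unadjusted p under 0.05 and the smallest adjusted p was 0.0737. The next gene was Sp-Sfrp1/5 (L_var_12005, chromosome 6, 18188455 to 18194100), whose edgeR adjusted p was 0.505, or 0.104 with the block. Its log2 fold change was -2.69 at 15 hpf, -1.56 at 18 hpf and -0.04 at 21 hpf. At 21 hpf ethanol and control libraries of this gene had 264 and 224 CPM in replicate 1 and 116 and 269 in replicate 2. In the pair of replicate 3, with the reversed score, they had 262 and 169 CPM. The test includes that pair, so it does not separate a fading effect from the reversal. DESeq2 called 12 genes without and 46 with the block, and the paired edgeR fit called 6 with no filter except a count above 0 and 3 without replicate 3. Calls of a dependence on time thus changed with the tool, the filter and the replicates used.

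**Figure D2:**
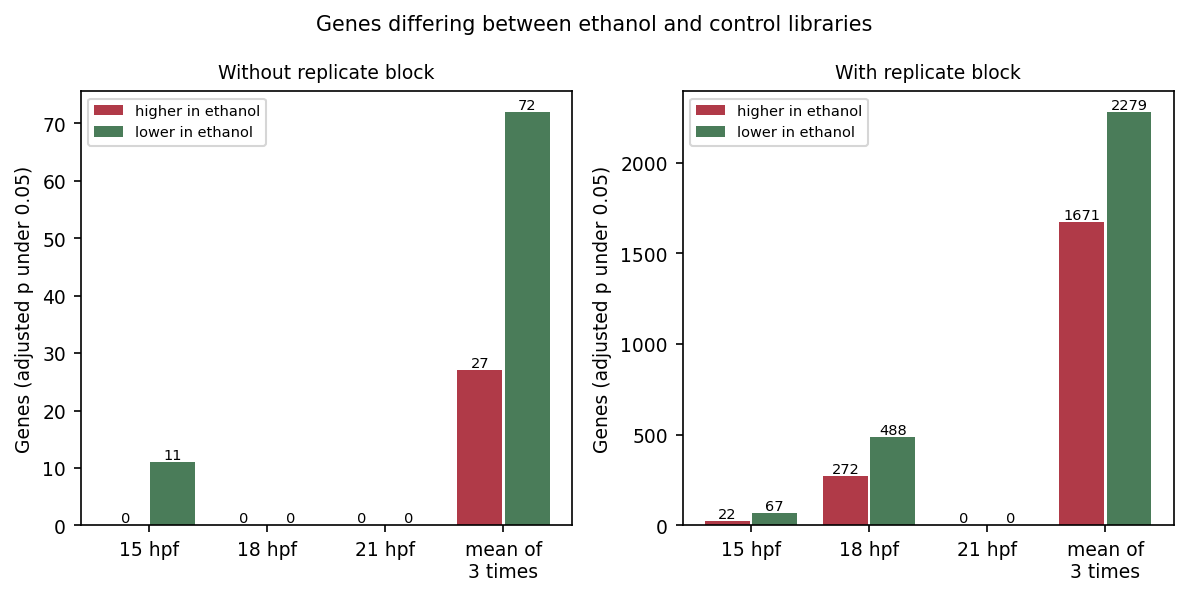
Number of genes (vertical axis) with an adjusted p under 0.05 between ethanol and control libraries at 15, 18 and 21 hpf and for the mean of the 3 times, as bars for genes higher and lower in ethanol, without the replicate block on the left and with it on the right, on different scales. The largest counts were 1671 higher and 2279 lower genes for the mean over times with the block, and no gene passed at 21 hpf in either fit under the deposited labels.

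A list of 61 genes of sea urchin development and ethanol metabolism was set in advance, of which 59 were matched and tested. At 15 hpf, 12 of the 59 had an unadjusted p under 0.05, 1 passed with adjustment over all genes and 6 with adjustment over the list. With the block, 5 passed over all genes and 11 over the list. The gene that passed in all of these was Sp-Z133, matched to fez (L_var_06276, chromosome 3, 22512299 to 22513798), which fell from 27.1 ± 4.45 to 6.81 ± 1.69 CPM (SD, n = 3), a log2 fold change of -1.99 (SE 0.29, edgeR adjusted p 0.0124 over all genes). Sp-Hox7 (L_var_06457, chromosome 3, 28369313 to 28382822) fell from 195 ± 62.4 to 49.6 ± 29.4 CPM, with edgeR adjusted p-values of 0.00257 over the list and 0.150 over all genes. The corresponding values for Sp-Nkx2-1 (L_var_13911, chromosome 7, 31111388 to 31115831), which fell from 184 ± 13.1 to 83.1 ± 16.2 CPM, were 0.00218 and 0.0987. Sp-Hh, a hedgehog gene (L_var_06155, chromosome 3, 18671589 to 18694947), fell from 17.4 ± 3.04 to 5.99 ± 3.13 CPM, with 0.00257 over the list and 0.150 over all genes. Sp-Pax2 (L_var_26367, chromosome 18, 19966349 to 20007915) fell from 170 ± 38.2 to 75.6 ± 36.1 CPM, with 0.0489 and 0.327. The only one of the 6 that was higher in ethanol embryos was Sp-SoxE (L_var_17157, chromosome 10, 7700464 to 7706520), at 4.94 ± 2.12 CPM in control and 14.4 ± 4.24 CPM in ethanol embryos, with 0.00622 and 0.231. All 6 moved in the same direction in 3 of 3 pairs at 15 hpf.

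**Figure D3:**
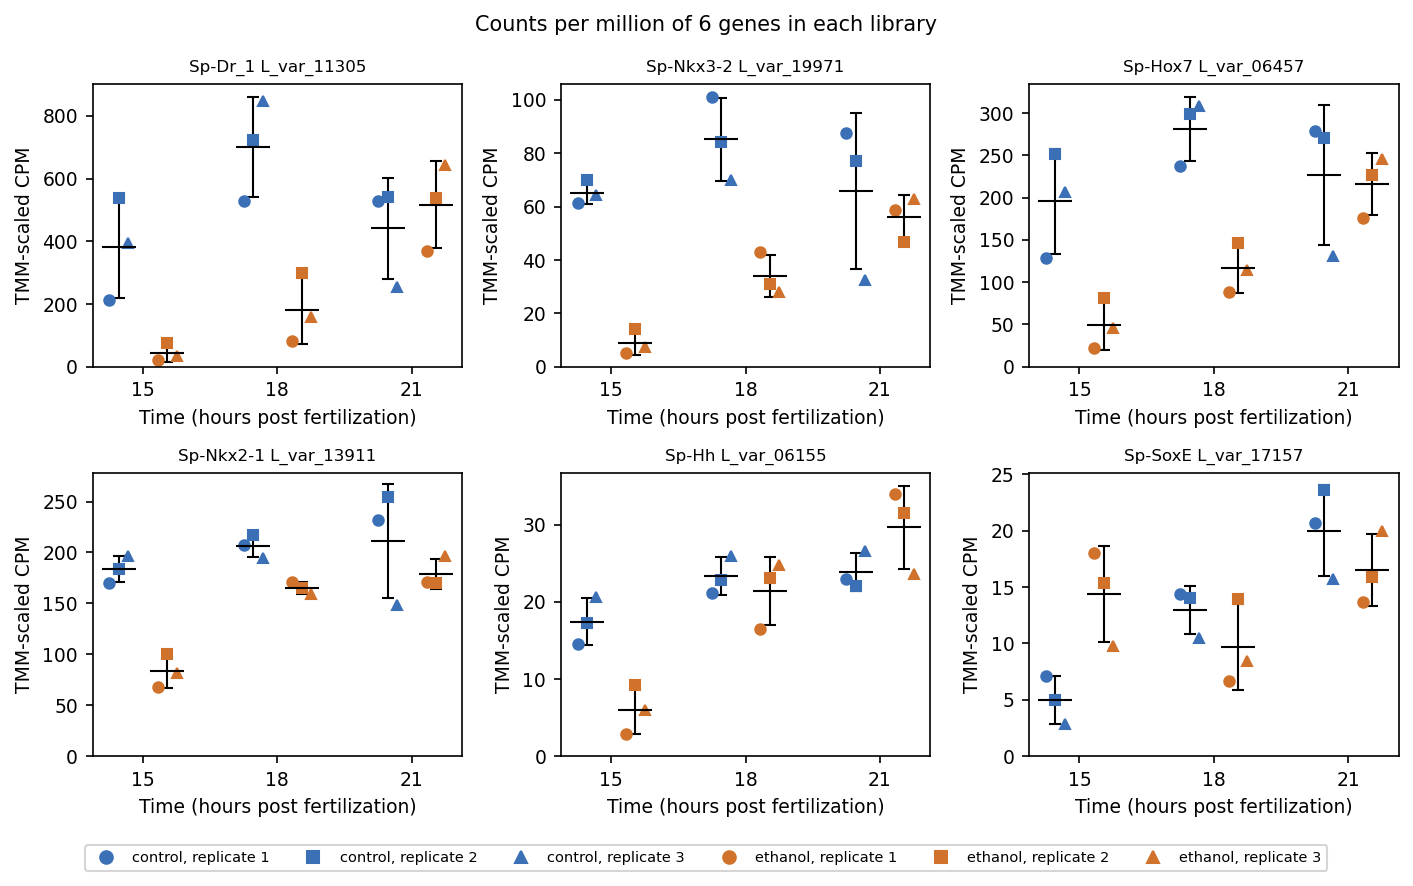
TMM-scaled CPM (vertical axes) of Sp-Dr_1, Sp-Nkx3-2, Sp-Hox7, Sp-Nkx2-1, Sp-Hh and Sp-SoxE in each library by time in hours post fertilization, with control libraries in blue, ethanol libraries in orange, a marker shape per replicate, and black bars for group mean and SD (n = 3). At 15 hpf the ethanol libraries lay below the control libraries in the first 5 genes (Sp-Dr_1 at 44.3 against 382 CPM) and above them in Sp-SoxE (14.4 against 4.94 CPM).

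At 18 hpf, 16 list genes had an unadjusted p under 0.05 and 0 passed over the list or over all genes. With the block 7 passed over the list and 4 over all genes. The 4 were Sp-Vegf3 (L_var_00379), with a paired log2 fold change of 0.99, Sp-Hox7 with -1.31, Sp-Onecut (L_var_11599) with -1.06, a name carried by 2 gene models, and Sp-Z133 with -0.99. At 21 hpf no list gene passed in either fit, with 0 and 1 genes at an unadjusted p under 0.05 without and with the block. For the mean over times, 5 genes passed over the list (18 at an unadjusted p under 0.05), all lower in ethanol, and 2 of them over all genes, Sp-Hox7 (edgeR adjusted p 0.0426) and Sp-Z133 (0.0121). With the block 15 genes passed over the list (8 higher, 7 lower) and 13 over all genes, so the single direction was limited to the fit without the block.

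Changes over each 3 h interval were few without the block, while between 15 and 21 hpf control embryos differed in 725 genes without and 2475 with the block. Control embryos differed in 0 genes between 15 and 18 hpf (1088 at an unadjusted p under 0.05) and in 1 gene between 18 and 21 hpf, and ethanol embryos in 3 and 2 genes. With the block, and the correlation of 0.521 between same-numbered libraries, 109 genes (89 higher, 20 lower) and 1 gene changed in control embryos over these intervals, and 74 (69 higher, 5 lower) and 236 genes (217 higher, 19 lower) in ethanol embryos. DESeq2 moved these counts most without the block, to 139, 15, 90 and 187 genes in the same order. The genes called without the block, named after their values had been seen, all rose. In ethanol embryos Sp-Eh2 (L_var_00283, chromosome 1, 11074396 to 11110418) rose from 2.79 ± 1.14 to 21.1 ± 7.48 CPM between 15 and 18 hpf (n = 3; log2 fold change 2.93, edgeR adjusted p 0.0357), and Hs3st6 (L_var_02152, chromosome 1, 73421966 to 73424576) from 3.93 ± 0.835 to 17.6 ± 3.60 CPM (2.17, 0.0202). Sp-St8sia3_1 (L_var_00953), at or under 3 counts in the ethanol libraries at 15 hpf, was at least 5.86-fold higher at 18 hpf (0.0101) and reached 11.1 ± 2.03 CPM at 21 hpf (0.0288). Sp-Co5a1 (L_var_06445, chromosome 3, 27932555 to 27972182) rose at least 15.5-fold from 18 to 21 hpf (0.0288). In control embryos Sp-Clect_106 (L_var_01239) rose from 2.40 ± 1.04 to 21.6 ± 8.25 CPM between 18 and 21 hpf (3.17, 0.0163). The 21 hpf groups include the pair with the reversed score.

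Delay of development is a question that exposure and a time series raise together, and it was addressed with an apparent age. Mean apparent ages of held-out control libraries were 15.9 ± 1.09 h at 15 hpf, 18.2 ± 0.847 h at 18 hpf and 19.7 ± 1.86 h at 21 hpf (SD, n = 3), a slope of 0.625 h per hour. Ethanol libraries were at 16.6, 18.0 and 20.8 h, with SDs between 0.508 and 1.79 h. The pooled difference was 0.535 h (SD of the 9 pairs 1.13 h), and ethanol libraries were younger in 3 of 9 pairs. A two-sided exact permutation test over 8000 relabellings within times gave a p of 0.399, and the paired exact test over 512 sign changes gave 0.203. Pooled tests, here and below, treat same-numbered libraries of different times as independent, which they are not, so their p-values may be too small. At single times the differences were 0.714, -0.193 and 1.09 h, with exact p-values of 0.5, 0.9 and 0.6, where the smallest that 3 against 3 allows is 0.1. After Benjamini-Hochberg adjustment over these 4 tests the exact permutation p-values were 0.8, 0.9, 0.8 and, for the pooled test, 0.8. When a replicate was left out and the axis refitted on the remaining controls, the pooled difference was -0.836 h without replicate 3 (exact p 0.0463) and 0.970 h without replicate 1 (exact p 0.0185). With the axis kept, the remaining pairs differed by 0.489 h without those of replicate 3 (exact p 0.185) and 0.289 h without those of replicate 1 (exact p 0.741), so the change of sign arose with the refitted axis. The pair of replicate 3 at 21 hpf, with the reversed score, had the largest difference, 2.64 h. The other pairs of that time had 0.742 and -0.131 h. Its library labelled control was at 17.6 h, against 20.4 and 21.0 h for the other 21 hpf controls. That library also served in the kept axis for replicates 1 and 2. Each refitted axis rested on the controls of a single replicate. Without replicate 3, no axis used that library, and the shift of -0.836 h had the direction of a delay. Without replicate 1, that library was the only 21 hpf control in the axis for replicate 2. The 2 refits are therefore not equivalent. Under the deposited labels, no shift in apparent age larger than the spread between replicates was found with all libraries. This result rests in part on the doubtful pair.

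**Figure D4:**
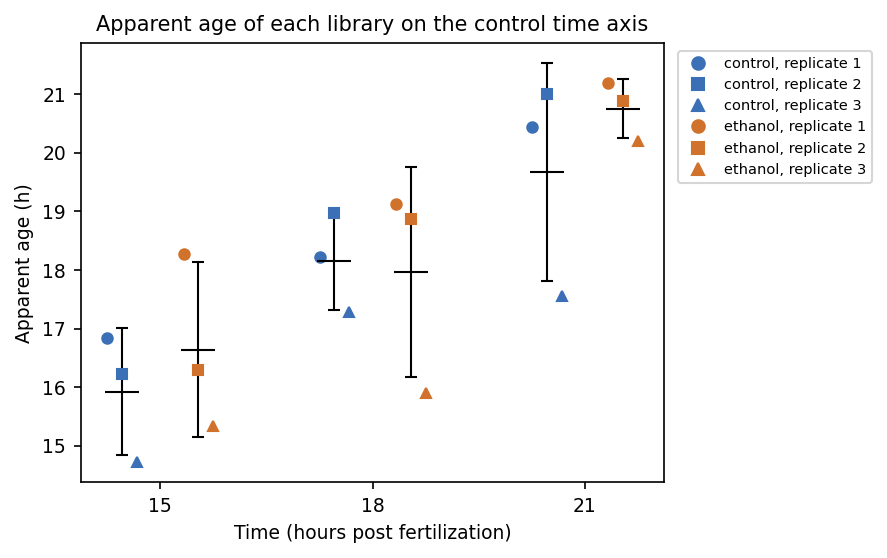
Apparent age in hours (vertical axis) of each library by time in hours post fertilization, with control libraries in blue, ethanol libraries in orange, a marker shape per replicate, and black bars for group mean and SD (n = 3). Control means rose from 15.9 to 19.7 h and ethanol means from 16.6 to 20.8 h, with SDs within groups from 0.508 to 1.86 h. The groups at 21 hpf include the pair of replicate 3 with the reversed score.

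Across the 18674 genes, which are not independent replicates, the ethanol effect at 18 hpf and the control change from 15 to 21 hpf correlated with a Pearson coefficient of -0.0780 and a Spearman coefficient of 0.0675. Over the 725 genes that changed from 15 to 21 hpf in control embryos without the block the Pearson coefficient was -0.529. It was -0.359 without replicate 3 and 0.182 without replicate 1, over all genes.

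The number of gene models with at least 1 count was 22343 ± 860 in control and 23214 ± 671 in ethanol libraries (SD, n = 9), a mean difference of 871. An exact permutation test within times gave a two-sided p of 0.0423, and the paired exact test 0.0547. Ethanol libraries had more in 8 of 9 pairs. At equal totals of 7133636 counts the difference was 897 (exact p 0.0428; paired 0.0547). These tests treat same-numbered libraries of different times as independent, although such libraries deviated together, so the p-values may be too small. This measure was examined after the libraries had been compared.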

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

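The distances of single pairs from the others were chosen as a check after the pair of replicate 3 at 21 hpf had been noticed in a principal component plot and in sample correlations; the score tests below were fixed before their values were seen, while the comparison of the other pairs in genes detected was chosen afterwards.

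The first result is the ethanol score difference of replicate 3 at 21 hpf, -0.983, which lay far below the other 8 same-numbered pairs (0.805 to 1.04). Its gap to the nearest pair was 0.885 of the whole range. The score was trained on 4 of the 9 pairs, and the other 5 were 0.933, 1.04, 0.907, 0.805 and -0.983. Of these, 0.907 and 0.805 come from replicates 1 and 2, which the training also used at earlier times, so the pairs of replicate 3 alone, 0.933 and 1.04 against -0.983, come from a replicate outside the training. In all, 4 measures were checked in this way over the 9 pairs and 2 lay apart, both with this pair as the extreme; the scaling factor and the apparent age did not. Each such check marks about 1 in 20 sets of values by chance.

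An exchange of the labels of the pair predicts a negative difference at least as large in size as the smallest of the other held-out pairs, and -0.983 was that. If the ethanol response had only faded by 21 hpf, the difference of the pair would lie near 0 relative to the other pairs of that time, but it was -1.15 times their mean. The difference stayed negative with libraries scaled by their totals alone (-0.952), without the 100 genes with the highest mean count (-0.991) and with genes of a mean count of at least 50 (-1.03). Library scaling, a few dominant genes and low counts therefore each failed to account for it. The labels give no batch or date that could be compared, and GC content, gene length and contamination were not examined. A real reversal of the response in exposed embryos should leave the control library of the pair near the other controls. The library labelled control scored 0.382, near 0.364 and 0.268 in the ethanol libraries of replicates 1 and 2 at 21 hpf. Their controls scored -0.543 and -0.537, near the -0.601 of the library labelled ethanol. For this pair the scores argue against a real reversal in exposed embryos alone. An exchange of the control and ethanol samples at some step between treatment and deposition remains the candidate explanation. This is a hypothesis, since it was noticed and tested in the same data.

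The second result is the difference in genes detected in the same pair, -1911, against 591 to 1623 in the other 8 pairs. At equal totals the pair differed by -2042, and by -2033 without the 100 genes with the highest mean count, so neither depth nor a few dominant genes accounts for it. The smallest difference among the other 8 pairs, 591, was positive. That the pair lies opposite to it restates the observation and does not test an exchange of labels, so for genes detected an exchange cannot be told apart from other causes. The score and the number of genes detected come from the same libraries and are not independent measures.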

How the results depend on the processing

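The alternatives within the paired fit, the calibrated ages and the omission of pairs with the age axis kept were chosen after the data had been seen. In the following, the number of genes at an unadjusted p under 0.05 stands in parentheses beside counts of 0. For settings with 0 genes it ran from 41 to 3767. For the changes listed here the cause was not tested.

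DESeq2 called 161 genes at 15 hpf, 280 at 18 hpf, 1453 for the mean over times and 12 for the dependence on time, against 11, 0 (3070), 99 and 0 (413) in edgeR. For control and ethanol embryos it called 139 and 90 genes between 15 and 18 hpf and 15 and 187 between 18 and 21 hpf, against 0 (1088), 3, 1 and 2. The replicate block gave 89 genes at 15 hpf, 760 at 18 hpf and 3950 for the mean over times, and 109, 74 and 236 for the changes from 15 to 18 hpf in control embryos and from 15 to 18 and 18 to 21 hpf in ethanol embryos. Fits of only the 2 groups compared gave 0 (1426) genes at 15 hpf and 87 at 18 hpf, and for the changes with time 1, 0 (550), 0 (749) and 0 (1383). Limma-voom called 24 genes for the mean over times and 0 (762), 0 (802) and 10 for the 15 to 18 hpf change in ethanol and the 18 to 21 hpf changes in control and ethanol embryos. A mean count of at least 50 gave 158 genes for the mean over times, 2 for control embryos between 15 and 18 hpf and 0 (875) for ethanol embryos between 18 and 21 hpf. For the last comparison no filter except a count above 0 gave 1 gene. Without the 20 genes with the highest mean count, 172 genes were called for the mean over times.

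Across fits without the block that each left out a replicate number or a sample, counts ran from 0 (1169) to 37 at 15 hpf, from 0 (1464) to 1 at 18 hpf and from 0 (64) to 4 at 21 hpf. For the other comparisons and for the paired fits replicate numbers were left out, not single samples. Counts ran from 0 (1650) to 1076 for the mean over times. They ran from 0 (616) to 2 for control embryos between 15 and 18 hpf and stayed at 0 (408, 657 and 743 without replicate 1) for the other changes with time. With the block the ranges were 0 (2791) to 334 at 15 hpf, 0 (3767) to 1140 at 18 hpf, 0 (238) to 1241 at 21 hpf, 0 (3686) to 5933 for the mean and 0 (1399) to 3 for the dependence on time. A count of 0 was reached without replicate 1 in each of these comparisons. Without replicate 2 the count was also 0 (2620) for the mean over times, and with the block it was 20 at 15 hpf, 1 at 18 hpf and 17 for the mean. The highest count, where above 0 and apart from 15 hpf without the block, came without replicate 3, whose 21 hpf pair had the reversed score. At 21 hpf without the block, leaving out the control or the ethanol library of replicate 3 alone gave 0 (1015 and 636) genes.

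Within the paired fit, DESeq2 called 1079 genes at 15 hpf, 2820 at 18 hpf and 46 for the dependence on time, and no filter except a count above 0 gave 171, 1198 and 6. A mean count of at least 50 gave 1292 genes at 18 hpf, limma-voom 2 for the dependence on time, and a log2 fold change of at least 1 left 736 for the mean over times. Of the 89 paired genes at 15 hpf, 89 were also called by DESeq2 and 76 by limma-voom; of the 760 at 18 hpf, 755 and 716. DESeq2 size factors in edgeR shared 751 of the 760. Without the block they moved the median log2 fold change of the ethanol comparisons by at most 0.00776.

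The apparent age shift ran from -0.836 to 0.970 h when replicates were left out and the axis was refitted, from -0.00999 to 1.21 h at 15 hpf, from -1.05 to 0.686 h at 18 hpf and from -1.45 to 2.01 h at 21 hpf. With the age axis kept and the pairs of replicates 1, 2 and 3 left out in turn it was 0.289, 0.828 and 0.489 h, so the reversal came with the refitted axis. For replicates 1 and 2 the kept axis still used the 21 hpf control library of the doubtful pair. Among the refitted axes, only those without replicate 3, with a shift of -0.836 h, were free of that library. At 18 hpf the age shift was 0.409 h with falling genes only and 0.373 h with weighted least squares, against -0.193 h. The pooled shift stayed positive under the gene-number, gene-direction, scaling and fitting alternatives. The correlation of the ethanol effect with the control change was 0.0675 as a Spearman coefficient, -0.529 over genes changed in control embryos, and from -0.359 to 0.182 when replicates were left out.

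For the developmental list at 15 hpf, 5 genes passed over all genes with the replicate block and 5 with DESeq2, and 11 over the list with the replicate block. At 18 hpf, 4 and 2 passed over all genes with the replicate block and DESeq2, and 7 and 4 over the list. Among 395 recalculations of single genes named for a comparison, 292 kept their direction and their side of the threshold, 70 passed only under the alternative, 33 lost significance and 0 reversed. Genes that passed in neither fit also count as kept. Of the losses, 12 came without replicate 1, 12 without replicate 2, 5 without replicate 3 and 4 in fits of only the groups compared. No named gene that passed in the main fit still passed without replicate 1 or without replicate 2. The depth of the libraries, from 7133636 counts upward, limits genes near the floor of 3 counts, for which only bounds are given.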

Other observations

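Comparisons across times and the tests of genes detected at equal depth were fixed before their values were seen; the test of genes detected against control development was chosen after. The counts of genes in the real grouping were known when the other splits were set up.

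Other splits of the libraries were counted, keeping to those that part every same-numbered pair and taking a split and its mirror as 1. At single times and intervals 4 such splits exist, so none can give a share under 0.05. At 15 hpf, 1 split of 4, the real one, gave as many genes, without and with the block. At 18 hpf, 4 of 4 splits gave as many without the block, where the real count was 0 (3070 genes at an unadjusted p under 0.05), and 1 of 4 with it. At 21 hpf, 4 of 4 splits gave as many in both fits, where the real count was 0 (128 and 403 genes at an unadjusted p under 0.05). The split that exchanged the pair of replicate 3 gave 704 genes at 21 hpf without and 5181 with the block, while the remaining splits gave 0. This could reflect exchanged labels, as could the score difference of -0.983. For control embryos between 15 and 18 hpf, 4 of 4 splits gave as many genes without the block, where the real count was 0 (1088 at an unadjusted p under 0.05), and 1 of 4 with it. For the other 3 changes with time, 1 of 4 splits, the real one, gave as many in either fit.

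For the mean effect over times, 100 of the 256 splits that part the 9 pairs were drawn, the real one included. In both fits 4 of these 100 splits gave as many genes as the real one, and the other 3 all exchanged the pair of replicate 3 at 21 hpf. The largest count among them was 1845 genes without and 7236 with the block, against 99 and 3950. For the dependence of the effect on time, 100 of 100 splits gave at least the real count of 0 genes (413 and 1207 at an unadjusted p under 0.05 without and with the block). With a real count of 0 this was fixed in advance and decides nothing. Other settings did call genes for this comparison: DESeq2 12 without and 46 with the block, and the paired fit with no filter except a count above 0 called 6.

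A plain delay was tested as an explanation of the differences at 18 hpf. The test set in advance was whether ethanol embryos at 18 hpf differed from controls of 15 hpf in fewer than 0.5 times as many genes as from controls of 18 hpf. At an adjusted p under 0.05, with the block, they differed from 15 hpf controls in 1539 genes (668 higher, 871 lower) and from 18 hpf controls in 760. At an unadjusted p under 0.05 the order was the other way, with 5161 and 6047 genes, though not by the set margin. The correlation of -0.529 over genes changed from 15 to 21 hpf in control embryos also has the direction that a delay predicts. The smallest paired adjusted p against 18 hpf controls was 0.0381 (edgeR), so the count of 760 depends strongly on the threshold. By the chi-square statistic, 18 hpf ethanol libraries of replicates 1 and 2 lay nearer to their 15 hpf than their 18 hpf controls. The values were 23.4 against 39.4 and 33.9 against 35.7, but 60.7 against 57.1 in replicate 3. The test set in advance therefore does not decide whether a delay of 3 h alone accounts for the differences, and a contribution of delay is not excluded. The 21 hpf ethanol group differed in 2 genes from 18 hpf controls (2851 at an unadjusted p under 0.05), but it contains a library of the doubtful pair. This comparison did not address a shorter delay, and a delay of part of the embryo was not examined. A shorter delay of whole embryos was addressed by the apparent age. At 18 hpf it differed by -0.193 h (SD of the 3 pairs 1.14 h, exact permutation p 0.9). That spread is too wide to exclude a short delay.

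Ethanol libraries had more gene models with at least 1 count, by 871 on average. The difference was 897 at equal totals and 862 without the 100 genes with the highest mean count, so total depth and a few dominant genes did not account for it. If delay were the source, fewer genes should be detected in controls as they age. The mean change from 15 to 21 hpf was 773, made up of -201, 1108 and 1413 in replicates 1, 2 and 3, the last of which rests on the doubtful pair, so this test did not decide and the pattern cannot be told apart from a delay. Contamination and the authors' counting rules were not tested. That ethanol embryos express weakly more genes is a hypothesis that these data leave open.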
